A study of Mus musculus with 20 samples. Its data were reported in "Members of an array of zinc finger proteins specify distinct Hox chromatin boundaries" (2024).

How the data were processed

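Chromatin immunoprecipitation with sequencing (ChIP-seq) measured where CTCF, MAZ and RAD21 lay on chromatin in mouse embryonic stem cells of the E14 line that carry CTCF fused to an auxin-inducible degron, a tag that has the protein degraded once auxin is added. RAD21 is a subunit of cohesin, the ring complex that forms chromatin loops. Per the labels, cells were untreated (WT) or treated with auxin (ΔCTCF), and cells of the same background in which Maz had been knocked out were untreated (ΔMAZ) or treated with auxin (ΔCTCF/ΔMAZ). The titles of the auxin libraries used here give 2 days of auxin. The series has 20 samples, and 12 of them came with a peak list, 1 for each antibody in each condition. The other 8 samples, a further CTCF and a further MAZ sample of each condition, came with no list and were not analysed here. Groups were taken from the sample titles alone.

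The authors cross-linked the cells, fragmented the chromatin and added Drosophila chromatin as a spike-in. They mapped reads to mouse build mm10 with Bowtie 2, removed low-quality and duplicate reads with SAMtools, and called narrow peaks with MACS for each library separately. The methods name a MACS 1 release together with the default settings of MACS 2, and the columns of the lists are those of MACS 2. Whether an input control entered peak calling is not stated. The spike-in or the read total scaled the authors' tracks and heat maps, and no such scaling entered the peak lists.

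Each deposited list gives a position, a whole-number score, a fold enrichment at the summit, a −log10 p-value, a −log10 q-value and the offset of the summit. The score that the authors deposited is 10 times the −log10 q-value rounded down, and it was used for no result. The deposited fold enrichment is a ratio of the read pileup to the local background, each with a pseudocount of 1, and was used to rank peaks within a library. Where lists were cut to a like length, the strongest peaks were instead those of highest −log10 q, which rises with depth. Where values of several libraries are set side by side, they are not on a common scale. The deposited −log10 p and −log10 q values describe that peak in that library. The lowest −log10 q of any list was 1.30, which is the q limit of 0.05 that MACS 2 uses by default.

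Lists were compared in pairs by overlap. A peak was counted as shared, or called, in another library when it overlapped a peak of that library by at least 1 bp. The overlap function was compared with bedtools 2.31.1 on 132 pairs of lists and differed for 0 peaks. RAD21 peaks of ΔCTCF that overlapped no RAD21 peak of WT were named relocalized, those that overlapped one were named retained, and RAD21 peaks of WT with no partner in ΔCTCF were named lost. A relocalized peak that overlapped a MAZ peak of ΔCTCF was named MAZ-bound and any other MAZ-unbound, a statement about called peaks only. Chance levels came from 100 random placements of the second list on the same chromosomes. Such placements ignore that peaks of most factors gather in open chromatin, so they are a low bar.

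Shares are given with Wilson 95% confidence intervals, which cover counting error over the peaks of these libraries only. With 1 list per group no comparison has a replicate check, and no p-value was computed. To compare MAZ-bound with MAZ-unbound peaks at like strength, peaks were ranked into 5 equal strength groups by fold enrichment within the RAD21 ΔCTCF list, and a Mantel-Haenszel odds ratio over the groups was taken as a description.

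The lists hold no read totals. The pileup and the background at each summit were therefore solved from the deposited fold enrichment and −log10 p, and a whole-number pileup matched both within 0.001 for all 136043 peaks. On simulated data, whole pileups were recovered for 100% of 2000 peaks, and pileups scaled by a constant for 0.55% of 2000, so the lists hold unscaled pileups. The lowest background of a library divided by its smallest peak width, which MACS sets to the fragment length, served as an index of relative depth (the depth index). In the knockout MAZ lists that width was only 49 and 50 bp, so their index is uncertain. To ask what a shallower library would have called, pileups of the deeper library were thinned at random to the lower depth, the background was scaled alike, and peaks were kept when they passed the lowest −log10 p of the shallower list. The result is the mean of 20 draws. Tests that were run apart used separate draws and can differ in the last digit, and as an alternative setting every list of the antibody compared was thinned to the shallowest of them. This was done in 3 ways, by the depth index, by the ratio of backgrounds, and by the depth index with the limit raised to the 5th percentile of −log10 p of the shallower list. The ratio of backgrounds was not used for thinning to the knockout MAZ lists. Thinning favours survival, since a peak that was called by luck keeps that luck. On simulated RAD21-like data at a single lower depth it kept 42.6% of 7438 peaks, where an independent library called 35.6% of them. Thinning the RAD21 peaks of ΔCTCF to the depth of ΔCTCF/ΔMAZ kept 12214 of 17912, so the simulated peaks were lost more readily than the real ones. On simulated data the planted shared peaks were found for 100% of 20371 peaks, and the Mantel-Haenszel estimate was 2.01 for a true odds ratio of 2.

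The reference was GRCm38, the assembly behind mm10, with the GENCODE vM21 basic annotation and its 77161 transcription start site (TSS) positions. It was checked against the lists with the CTCF core string CCASYAGRKGGC (IUPAC code, either strand). Of the CTCF peaks of WT with that string within 250 bp, 94.6% had it within 50 bp of the summit, and peaks ran past the end of 0 chromosomes. Summits were assigned in this order to within 1 kb of a TSS, exon, intron or intergenic. For peaks named singly, the gene part at the summit and the distance to the nearest TSS are given separately. That TSS is the start of a whole gene, of the protein-coding, lincRNA, antisense or processed transcript type. The start of another transcript or gene type may lie nearer. The share of peaks with the CTCF core, with GGGAGGG (called the MAZ core here) and with a run of 10 A was counted in 101 bp around the summit and in windows 1 kb to either side. Positions are 1-based mm10 coordinates.

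The groups, the comparisons, the named loci and peaks and 7 alternatives for the shares of peaks called, classed or overlapped were set before the data were examined, as were the further alternatives for peak counts, peak strength, the MAZ list, promoter distance and string window. These 7 were a reciprocal overlap of 50%, a gap of up to 500 bp, a −log10 q of at least 5 in both lists, the same in the first list only, lists of equal length, merged regions, and lists without the regions of the MAZ knockout MAZ lists and without unplaced sequences. Thinning, and a comparison with every RAD21 list reduced to the length of the shortest, were added after the data were seen. The named items were Nat9 and Dnajb12 with 10 kb on each side, the HoxA, HoxC and HoxD clusters, the 5 relocalized RAD21 peaks of highest fold enrichment that overlapped a MAZ peak of ΔCTCF and no RAD21 peak of ΔCTCF/ΔMAZ, and the 5 peaks of highest fold enrichment in each MAZ list of the knockout cells. Any other item named was chosen after its values were seen, and the text says so there. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pyfaidx 0.9.0.4 and matplotlib 3.10.9, and samtools 1.23.1.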

Results

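To ask where cohesin lies when CTCF, MAZ or both are missing, ChIP-seq peak lists of CTCF, MAZ and RAD21 were compared across WT, ΔCTCF, ΔMAZ and ΔCTCF/ΔMAZ mouse embryonic stem cells. There was 1 list for each of 3 antibodies in each of 4 conditions, with 136043 peaks in all. No group had a replicate list, so every difference below is between single libraries.

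The targeted proteins were examined first. The CTCF lists held 26394 peaks in WT and 26053 in ΔMAZ. After auxin they held 2381 peaks in ΔCTCF and 2570 in ΔCTCF/ΔMAZ. Of the CTCF peaks of WT, 8.83% (95% interval 8.50 to 9.18) overlapped a peak of ΔCTCF, against 0.0514% for random placements. The alternative that moved this share most took the same number of strongest peaks from each list and gave 42.8%. In the Maz knockout cells, 9.72% (9.37 to 10.1) of the CTCF peaks of ΔMAZ were still called after auxin. The remaining peaks were mostly strong ones in WT. Over 5 equal groups of fold enrichment, from the weakest to the strongest, the share of WT CTCF peaks called in ΔCTCF went from 0.777% to 31.3%. Of the 2381 CTCF peaks of ΔCTCF, 97.8% overlapped a CTCF peak of WT.

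The MAZ lists held 6265 peaks in WT and 6759 in ΔCTCF, and 33 peaks in each of ΔMAZ and ΔCTCF/ΔMAZ. Of the MAZ peaks of WT, 5 (0.0798%, 0.0341 to 0.187) overlapped a peak of ΔMAZ. The knockout MAZ libraries were shallower. By the depth index, WT was 2.90 times as deep as ΔMAZ, and 2009 of the 6265 WT peaks remained after thinning to that depth. By background alone WT was 11.8 times as deep, a figure that was not used for thinning. Both figures rest on the background of 1 peak of ΔMAZ, and the depth index also on the width of 1 peak. MAZ WT was also 2.65 times as deep as MAZ ΔCTCF by the depth index. Thinned to the depth of ΔCTCF, WT kept 4578 peaks, and 3029 with the stricter limit, against 6759 in ΔCTCF. Of the MAZ peaks of WT, 66.3% (65.1 to 67.4) were called in ΔCTCF. This share went from 45.3% in the weakest to 94.0% in the strongest group.

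**Figure D1:**
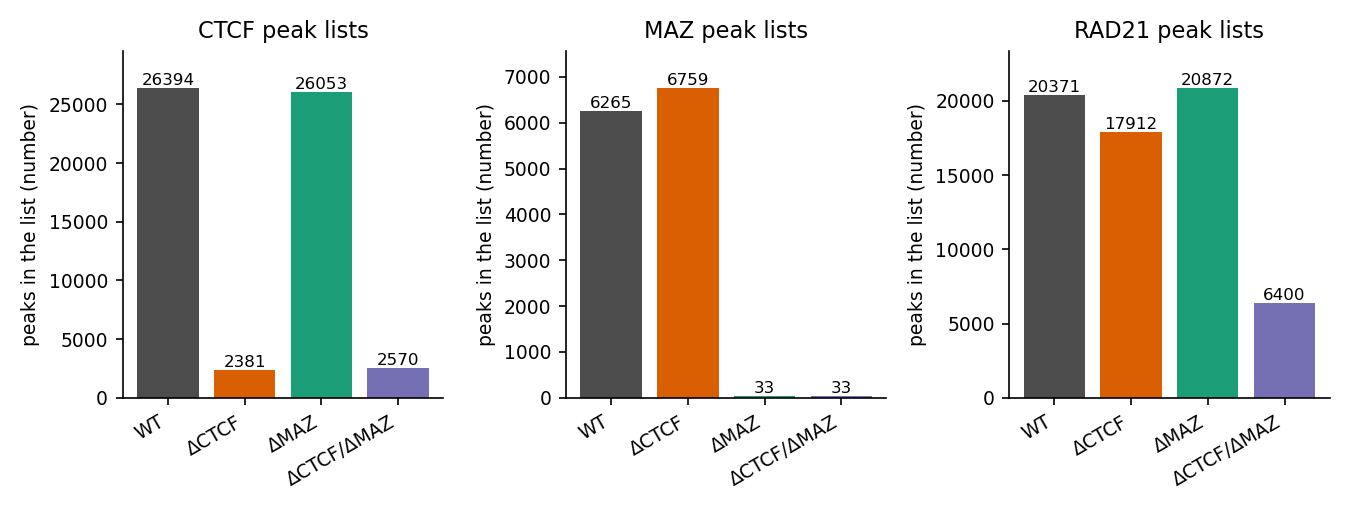
Number of peaks (y axis) in each of the 12 lists, by antibody (panels) and condition (bars), with 1 library per bar and no error bars. CTCF fell from 26394 to 2381 peaks after auxin, MAZ from 6265 to 33 in the Maz knockout, and RAD21 held 6400 peaks when both were missing, against 17912 to 20872 in the other 3 conditions.

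The RAD21 libraries differed in depth. By the depth index, RAD21 ΔCTCF was 2.18 times as deep as WT and 2.34 times as deep as ΔCTCF/ΔMAZ. RAD21 ΔMAZ was 1.39 times and RAD21 WT 1.07 times as deep as ΔCTCF/ΔMAZ. The RAD21 lists held 20371 peaks in WT, 17912 in ΔCTCF, 20872 in ΔMAZ and 6400 in ΔCTCF/ΔMAZ. Median fold enrichment was 10.0 in WT, 4.85 in ΔCTCF, 9.74 in ΔMAZ and 6.52 in ΔCTCF/ΔMAZ. When RAD21 ΔCTCF was thinned to the depth of ΔCTCF/ΔMAZ, 12214 peaks were left, and the stricter limit left 8055. Thinning thus removed 49.5% of the difference in peak number between these 2 libraries, and 85.6% with the stricter limit. For ΔMAZ against ΔCTCF/ΔMAZ, thinning removed 3.73% of the difference, and 14.6% with the stricter limit.

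Loss of MAZ alone left most RAD21 peaks in place. Of the RAD21 peaks of WT, 83.5% (83.0 to 84.0) were called in ΔMAZ, and 100% of the 4074 peaks in the strongest group. CTCF depletion left fewer. Of the RAD21 peaks of WT, 38.9% (38.2 to 39.5) were called in ΔCTCF, from 21.5% in the weakest to 80.6% in the strongest group. Thinning ΔCTCF to the depth of WT lowered this share to 35.0%. In the Maz knockout cells, 22.4% (21.9 to 23.0) of the RAD21 peaks of ΔMAZ were called after auxin, from 9.65% in the weakest to 63.3% in the strongest group. The gap between the cell lines depended on how many peaks were compared. The 6400 peaks of highest −log10 q in each list were also compared. The share was then 56.4% (55.2 to 57.6) from WT to ΔCTCF and 52.1% (50.9 to 53.4) from ΔMAZ to ΔCTCF/ΔMAZ.

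To follow cohesin that moved when CTCF was degraded, RAD21 peaks of WT and ΔCTCF were split into lost, retained and relocalized. There were 12452 lost peaks, 61.1% of the WT list. There were 7893 retained and 10019 relocalized peaks in the ΔCTCF list, so 55.9% (55.2 to 56.7) of it was relocalized. That share was 47.1% after thinning to the depth of WT, 23.8% with the stricter limit and 42.8% among ΔCTCF peaks with a −log10 q of at least 5. Relocalized peaks were the weaker ones, with a median fold enrichment of 4.29 against 6.75 for retained peaks of the same list. For comparison, 18.5% of the RAD21 peaks of ΔMAZ were absent from WT, and 11.3% after thinning with the stricter limit.

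The classes differed in the peaks of CTCF and MAZ that they overlapped. A CTCF peak of WT overlapped 83.9% (83.3 to 84.5) of lost, 89.3% (88.6 to 89.9) of retained and 3.06% (2.74 to 3.42) of relocalized RAD21 peaks. A MAZ peak of ΔCTCF overlapped 17.7% (17.0 to 18.5) of relocalized peaks, which is 1774 of 10019, against 0.198% for random placements. The share was 4.60% (4.16 to 5.08) for retained and 0.883% (0.734 to 1.06) for lost peaks. Requiring a reciprocal overlap of 50% lowered the relocalized share to 10.8%. With the MAZ list of WT in place of that of ΔCTCF, 15.6% (14.9 to 16.3) of relocalized peaks overlapped a MAZ peak. Of the 1774 MAZ-bound relocalized peaks, 1166 (65.7%, 63.5 to 67.9) also overlapped a MAZ peak of WT, as did 399 of the MAZ-unbound ones. Most relocalized peaks, 8245 in number, overlapped no MAZ peak of ΔCTCF. Seen from MAZ, 8.32% (7.66 to 9.03) of MAZ peaks of WT overlapped a RAD21 peak of WT, and 31.3% (30.2 to 32.4) of MAZ peaks of ΔCTCF overlapped a RAD21 peak of ΔCTCF. The latter was 21.5% with the RAD21 library thinned to the depth of WT. With the stricter limit it was 7.40%, against 6.86% in WT at that limit, but from a far shorter RAD21 list in ΔCTCF. Of the same MAZ peaks of ΔCTCF, 6.51% (5.95 to 7.12) overlapped a RAD21 peak of WT, 9.87% (9.18 to 10.6) one of ΔMAZ and 9.41% (8.74 to 10.1) one of ΔCTCF/ΔMAZ.

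**Figure D2:**
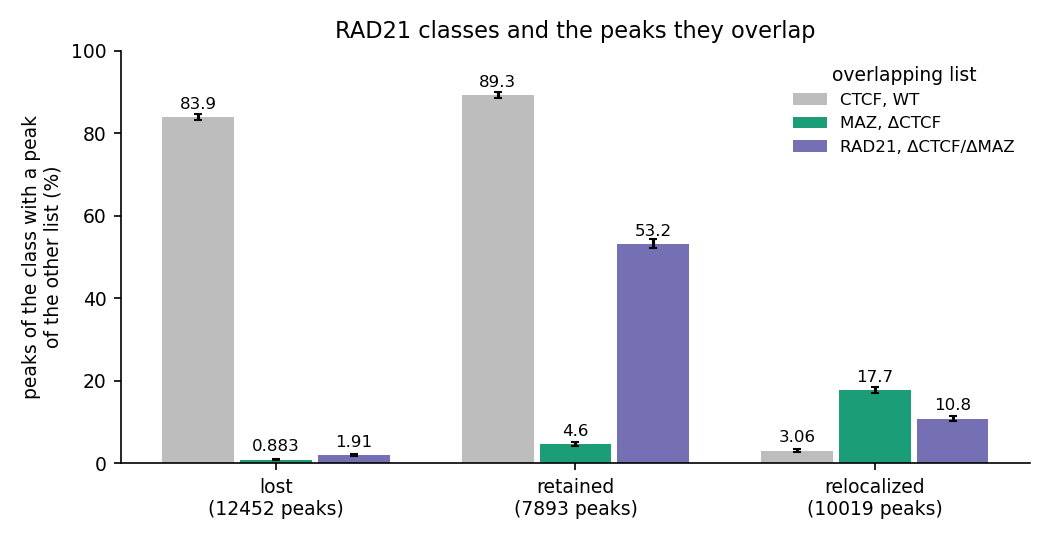
Share of lost, retained and relocalized RAD21 peaks (groups of bars) that overlapped a CTCF peak of WT, a MAZ peak of ΔCTCF or a RAD21 peak of ΔCTCF/ΔMAZ (y axis, percent), with Wilson 95% intervals over peaks as error bars. Relocalized peaks had the lowest CTCF share (3.06%) and the highest MAZ share (17.7%), and 10.8% of them were called when MAZ was also missing.

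Whether relocalized cohesin depended on MAZ was asked by looking for these peaks in ΔCTCF/ΔMAZ. Of the relocalized peaks, 1085 (10.8%, 10.2 to 11.5) were called there, against 53.2% (52.1 to 54.3) of retained peaks. Comparing equal numbers of the strongest peaks, which also redefines the classes, gave 43.8% for relocalized peaks and moved the share most. The shares after thinning ΔCTCF to the lower depth were 13.7% of the relocalized and 59.0% of the retained peaks that remained. The fall was not confined to MAZ-bound peaks. Of MAZ-bound relocalized peaks, 17.5% (15.8 to 19.3) were called in ΔCTCF/ΔMAZ, and of MAZ-unbound ones 9.40% (8.79 to 10.0). Over the strength groups, the odds of being called were 2.00 times as high for MAZ-bound as for MAZ-unbound relocalized peaks (1.73 to 2.32). Comparing lists of equal length moved this odds ratio most, to 1.62. In the strongest group the shares were 50.0% of 30 bound and 48.8% of 123 unbound peaks, a difference within counting error, against 85.1% of retained peaks.

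**Figure D3:**
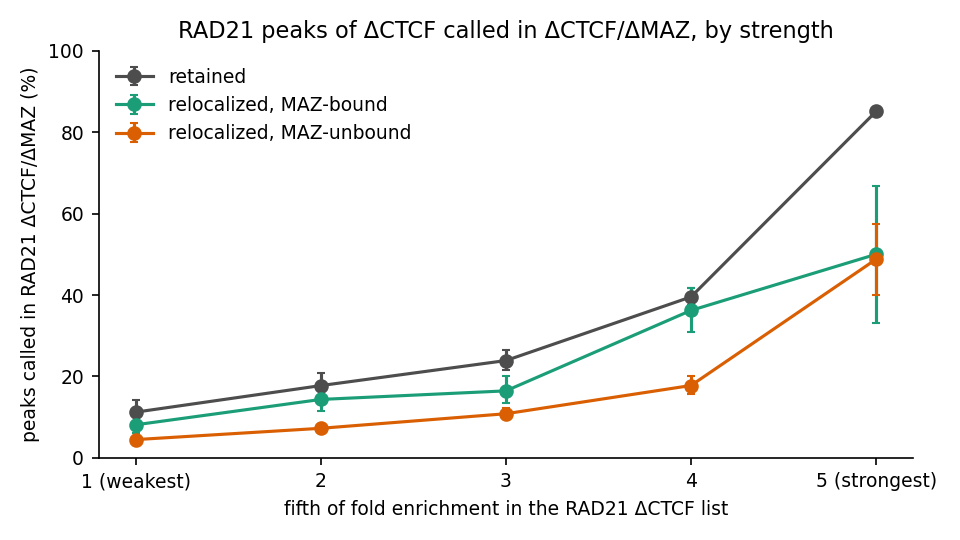
Share of RAD21 peaks of ΔCTCF that were called in ΔCTCF/ΔMAZ (y axis, percent) by group of fold enrichment in the ΔCTCF list (x axis, 1 weakest and 5 strongest), for retained, MAZ-bound relocalized and MAZ-unbound relocalized peaks, with Wilson 95% intervals over peaks. The share rose with strength in all 3 classes, and in the fourth group from the left it was 39.5% for retained, 36.2% for MAZ-bound and 17.8% for MAZ-unbound peaks.

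**Figure D4:**
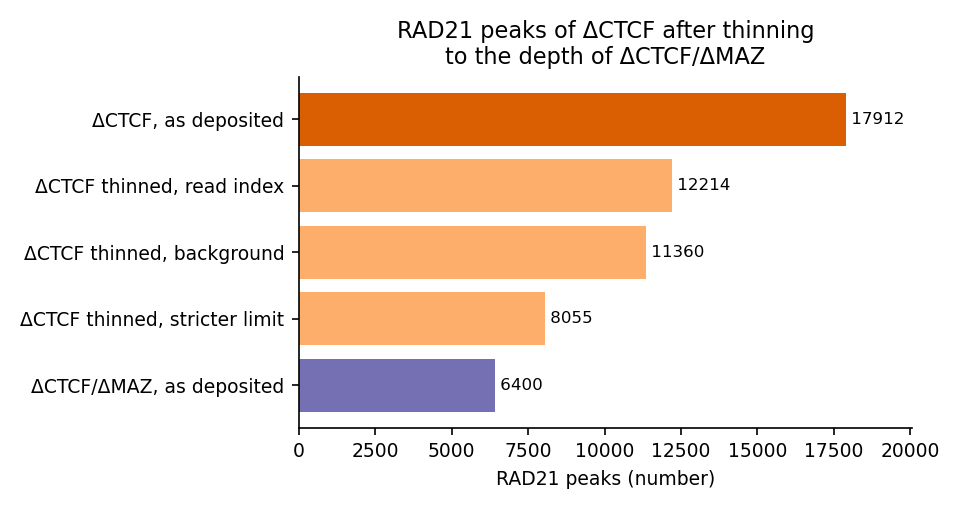
Number of RAD21 peaks (x axis) in ΔCTCF and ΔCTCF/ΔMAZ as deposited, and in ΔCTCF after thinning to the depth of ΔCTCF/ΔMAZ in 3 ways (mean of 20 draws). Thinning took the list from 17912 to between 12214 and 8055 peaks, against 6400 in ΔCTCF/ΔMAZ.

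In the absence of both proteins, 792 RAD21 peaks, 12.4% (11.6 to 13.2) of the ΔCTCF/ΔMAZ list, overlapped no RAD21 peak of the other 3 conditions. Equal list lengths raised this share to 31.2%, and a −log10 q of at least 5 in the ΔCTCF/ΔMAZ list lowered it to 4.60%. Of these peaks, 15.8% (13.4 to 18.5) overlapped a position that had a MAZ peak in ΔCTCF, although they were called in Maz knockout cells. A CTCF peak of WT overlapped 1.77% (1.06 to 2.95) of them.

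Relocalized peaks lay near promoters more often than the other classes. The summit was within 1 kb of a TSS for 35.4% (34.5 to 36.4) of relocalized, 14.5% (13.7 to 15.2) of retained and 8.92% (8.43 to 9.44) of lost RAD21 peaks, and for 44.9% (41.5 to 48.4) of the peaks found only in ΔCTCF/ΔMAZ. A distance of 2.5 kb gave 42.5%, 22.2%, 17.7% and 51.01%. Among relocalized peaks the share was 73.6% for MAZ-bound and 27.2% for MAZ-unbound peaks, and it was 76.6% for all MAZ peaks of WT. The CTCF core was present at 22.8% of retained and 16.4% of lost summits and at 0.339% of relocalized ones. It was present at 20.7% of CTCF summits of WT, and in 0.104% of the windows beside them. The MAZ core was present at 7.84% (7.32 to 8.38) of relocalized summits against 4.35% of the windows beside them, at 7.58% of summits found only in ΔCTCF/ΔMAZ against 3.66%, and at 32.3% of MAZ summits of WT against 5.73%. For retained and lost summits it was rarer than beside them, 3.29% against 4.68% and 2.51% against 4.29%. A run of 10 A was rarer at the summits than beside them in all 3 classes, 0.779% against 2.81% for relocalized, 1.41% against 2.67% for retained and 1.11% against 2.41% for lost peaks.

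Nat9 and Dnajb12 are the loci that the study displayed. Nat9 lies on the minus strand of chromosome 11 from 115182832 to 115187859. In its 25.0 kb region with flanks, RAD21 had a peak only in ΔCTCF, at 115187383 to 115187641 with a fold enrichment of 6.12. The summit lay in an intron of Nat9, 10 bp from the TSS of Tmem104, and the peak overlapped a MAZ peak of ΔCTCF at 115187281 to 115187587 (fold enrichment 6.94). MAZ had no peak there in WT. Dnajb12 lies on the plus strand of chromosome 10 from 59879556 to 59899302. RAD21 had 2 peaks in WT and 2 in ΔMAZ, all in introns and each at a CTCF peak. In ΔCTCF its only peak was at 59879326 to 59879940 (fold enrichment 6.49), with the summit 66 bp upstream of the TSS, where MAZ had a peak both in WT and in ΔCTCF. No RAD21 peak was called at either locus in ΔCTCF/ΔMAZ. After thinning to the depth of ΔCTCF/ΔMAZ, the ΔCTCF peak passed the lowest limit in 96.2% of 1000 draws at Nat9 and in 93.7% at Dnajb12, and the stricter limit in 70.3% and 77.6%. The study showed these loci as examples of reduced RAD21, so this survival does not exclude lower depth.

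**Figure D5:**
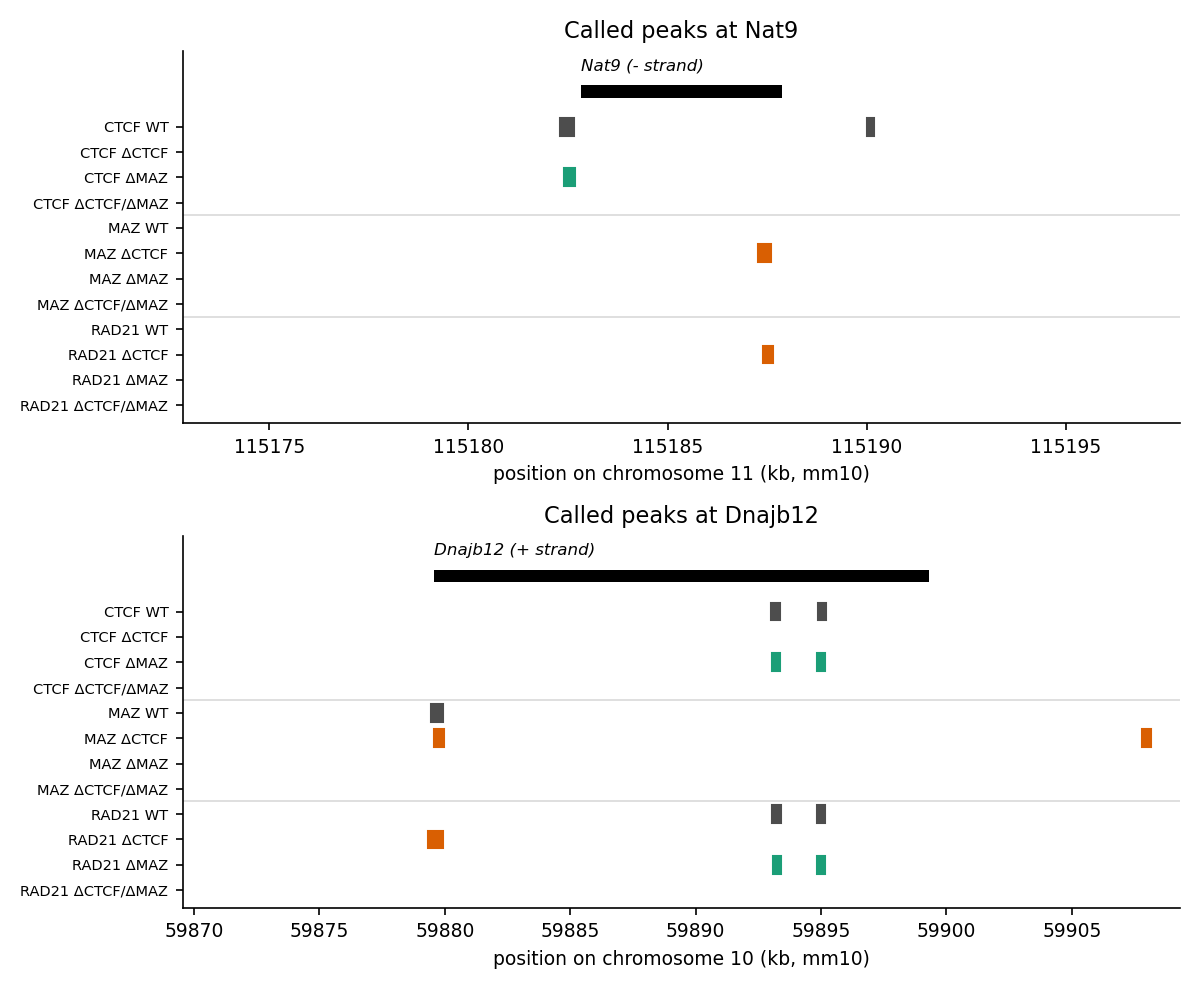
Called peaks (boxes, drawn to scale) of the 12 lists at Nat9 and Dnajb12 with 10 kb on each side, against position on chromosomes 11 and 10 (kb, mm10), with the gene as a black bar and colours for the conditions. The single RAD21 peak of ΔCTCF at each locus sat at a MAZ peak of ΔCTCF, and no RAD21 peak was called in ΔCTCF/ΔMAZ.

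There were 1464 relocalized peaks with a MAZ peak of ΔCTCF and no RAD21 peak in ΔCTCF/ΔMAZ. The 5 of highest fold enrichment ranged from 8.11 to 9.05. The first, on chromosome 7 from 126200387 to 126200745, had its summit 35 bp from the TSS of Xpo6. The second lay on chromosome 15 from 52967754 to 52968378, the third on chromosome 10 from 33796179 to 33796650, and the fourth on chromosome 11 from 52511688 to 52512378. All 3 were intergenic and at least 9754 bp from the nearest TSS of the gene types used. The last, on chromosome 11 from 30771451 to 30771920, had its summit 83 bp from the TSS of Psme4. None of the 5 overlapped a CTCF peak of WT. The second and the last were also called in ΔMAZ without auxin. In thinning to the depth of ΔCTCF/ΔMAZ, each passed the stricter limit in 96.0% to 98.3% of 1000 draws. This does not exclude lower depth, since these peaks were picked for absence from ΔCTCF/ΔMAZ and thinning favours survival. Of all 153 relocalized peaks in the strongest group, 49.0% were called there.

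At the Hox clusters, whose boundaries the study examined, few peaks were called. From WT to ΔCTCF/ΔMAZ, the number of RAD21 peaks went from 5 to 2 at HoxA (chromosome 6, 52155590 to 52260880), from 4 to 3 at HoxC (chromosome 15, 102921103 to 103036852) and from 4 to 2 at HoxD (chromosome 2, 74668310 to 74765142). In ΔCTCF the numbers were 8, 5 and 3, and in ΔMAZ 6, 6 and 5. CTCF had 4 peaks at HoxA, 3 at HoxC and 2 at HoxD in ΔCTCF, against 6, 4 and 5 in WT. Counts this small, from libraries of unequal depth, do not establish an order between conditions.

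The 33 MAZ peaks of each knockout list were examined as the background of the MAZ antibody. Of either list, 81.8% (65.6 to 91.4) overlapped a CTCF peak of the same cells, against 7.68% of MAZ peaks of WT that overlapped a CTCF peak of ΔMAZ. In ΔMAZ, the peak of highest fold enrichment (6.78) lay on chromosome X from 106186920 to 106187003, 105 bp from the TSS of Pgk1. The next were on chromosome 9 from 21544538 to 21544622 and from 21544920 to 21545017, in an intron and a UTR of AB124611. Then followed peaks at Gm10800 on chromosome 2 (98667230 to 98667290) and at Gm26870 on chromosome 9 (3023502 to 3023558). In ΔCTCF/ΔMAZ, 3 of the top 5 lay in the same stretch of chromosome 9, from 21544779 to 21545729, with 1 on chromosome 8 (71433107 to 71433156, intergenic) and 1 at Gm10800. Each of these 10 peaks was called in 8 to 11 of the 12 lists, its own included.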

Values the study reported

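The study reported 10018 re-localized RAD21 sites after CTCF degradation. The other clusters of RAD21 sites held 7881 and 12451 sites.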

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

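Of the tests given here, thinning and the comparison of RAD21 lists as short as the shortest were chosen only after the results were seen. No paired analysis was possible because each group had 1 peak list. The 47 results were recomputed under the alternatives that apply to each, which gave 207 values. Promoter and string shares had 1 alternative each, and the overlap of all MAZ peaks with RAD21 peaks had none of the planned ones. Leaving out the regions of the knockout MAZ lists was not run for those lists themselves or for the MAZ share from WT to ΔMAZ, where nothing is left. Each value was set against its own result only. Of these values, 96 lay within the 95% interval of the reported share (for peak counts, within 1.5 times), and 111 moved beyond it. Those intervals cover counting error over many peaks and are narrow. The order of 2 results was not part of this check, and it reversed in places. MAZ peaks numbered 5213 in WT and 5058 in ΔCTCF at a −log10 q of at least 5. The CTCF share called after auxin was 7.71% from WT and 7.48% from ΔMAZ with a reciprocal overlap of 50%. With lists of equal length the RAD21 share was 40.7% from WT and 52.1% from ΔMAZ, but from lists of 17912 and 6400 peaks. Where a value moved, the cause was not tested unless it is given.

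Merging overlapping peaks into regions and leaving out the regions of the knockout MAZ lists moved no result beyond its interval. Neither did the MAZ list of WT, run for 3 results, nor ranking strength by −log10 q, run for 1. The MAZ overlap of the classes was not among these 3. With the MAZ list of WT it left its interval, at 15.6% against 17.7% (17.0 to 18.5) for relocalized and 5.31% against 4.60% (4.16 to 5.08) for retained peaks. A −log10 q of at least 5 kept each of the 12 peak counts within 1.5 times. At 10 or more, 990 CTCF peaks remained in ΔCTCF and 1328 in ΔCTCF/ΔMAZ. MAZ kept 2659 in WT, 1864 in ΔCTCF, 18 in ΔMAZ and 21 in ΔCTCF/ΔMAZ, and RAD21 kept 6472 in ΔCTCF and 2404 in ΔCTCF/ΔMAZ.

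A reciprocal overlap of 50% lowered most shares by construction. Of CTCF peaks, 7.71% were called from WT to ΔCTCF, 7.48% from ΔMAZ to ΔCTCF/ΔMAZ and 84.0% from WT to ΔMAZ. Of MAZ peaks of WT, 0% were called in ΔMAZ and 56.4% in ΔCTCF. Of RAD21 peaks, 35.9% were called from WT to ΔCTCF, 82.4% from WT to ΔMAZ and 20.2% from ΔMAZ to ΔCTCF/ΔMAZ. The relocalized share was 59.2%. A MAZ peak overlapped 10.8% of relocalized and 2.03% of retained peaks, and a CTCF peak 90.5% of retained ones. In ΔCTCF/ΔMAZ, 6.85% of relocalized, 49.4% of retained, 11.2% of MAZ-bound and 6.32% of MAZ-unbound peaks were called, and 20.7% of its list was new.

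A gap of up to 500 bp raised most shares by construction. From WT, 86.0% of CTCF peaks were called in ΔMAZ and 69.8% of MAZ peaks in ΔCTCF. Of RAD21 peaks, 40.1% were called from WT to ΔCTCF, 84.0% from WT to ΔMAZ and 23.4% from ΔMAZ to ΔCTCF/ΔMAZ. The relocalized share was 54.1%. A MAZ peak overlapped 20.96% of relocalized and 6.14% of retained peaks, and a CTCF peak 4.13% and 88.4%. In ΔCTCF/ΔMAZ, 12.1% of relocalized and 10.4% of MAZ-unbound peaks were called, and 11.2% of the list was new.

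With a −log10 q of at least 5 in both lists, 8.45% of CTCF peaks were called from WT to ΔCTCF, 10.3% from ΔMAZ to ΔCTCF/ΔMAZ and 83.2% from WT to ΔMAZ. Of MAZ peaks, 62.8% were called from WT to ΔCTCF. The RAD21 shares were 36.3% from WT to ΔCTCF, 84.6% from WT to ΔMAZ and 20.5% from ΔMAZ to ΔCTCF/ΔMAZ, and 45.2% of peaks were relocalized. A MAZ peak overlapped 15.1% of relocalized and 2.61% of retained peaks, and a CTCF peak 4.08% and 93.9%. In ΔCTCF/ΔMAZ, 8.11% of relocalized, 12.5% of MAZ-bound and 7.33% of MAZ-unbound peaks were called, and 6.64% of the list was new.

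With that limit in the first list only, 11.02% of CTCF peaks were called from ΔMAZ to ΔCTCF/ΔMAZ and 87.5% from WT to ΔMAZ, and 71.2% of MAZ peaks from WT to ΔCTCF. RAD21 gave 86.6% from WT to ΔMAZ, 23.4% from ΔMAZ to ΔCTCF/ΔMAZ and 42.8% relocalized. A MAZ peak overlapped 18.5% of relocalized peaks, and a CTCF peak 3.85% of relocalized and 90.4% of retained ones. In ΔCTCF/ΔMAZ, 15.2% of relocalized, 57.1% of retained, 23.1% of MAZ-bound and 13.5% of MAZ-unbound peaks were called, and 4.60% of the list was new.

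Lists of equal length hold the strongest peaks of the longer list only, ranked by −log10 q. CTCF gave 42.8% from WT to ΔCTCF, 51.9% from ΔMAZ to ΔCTCF/ΔMAZ and 86.2% from WT to ΔMAZ. MAZ gave 0% from WT to ΔMAZ, among 33 peaks, and 64.1% from WT to ΔCTCF. RAD21 gave 40.7% from WT to ΔCTCF, 52.1% from ΔMAZ to ΔCTCF/ΔMAZ and 59.3% relocalized. A MAZ peak overlapped 3.18% of retained peaks, and a CTCF peak 3.81% of relocalized and 95.3% of retained ones. In ΔCTCF/ΔMAZ, 43.8% of relocalized, 76.8% of retained, 50.4% of MAZ-bound and 42.8% of MAZ-unbound peaks were called, the odds ratio was 1.62, and 31.2% of the list was new. With all RAD21 lists as short as the shortest, 56.4% were called from WT to ΔCTCF and 81.5% from WT to ΔMAZ. The 56.4% beside the 52.1% of the knockout line is a far smaller gap than 38.9% beside 22.4%, so the size of that gap depends on how many weak peaks are counted.

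Thinning the deeper library gave 9.49% of CTCF peaks and 72.2% of MAZ peaks called from WT to ΔCTCF. RAD21 gave 35.0% from WT to ΔCTCF and 47.1% relocalized, and a CTCF peak overlapped 90.3% of retained peaks. In ΔCTCF/ΔMAZ, 13.7% of relocalized, 59.0% of retained, 21.4% of MAZ-bound and 11.99% of MAZ-unbound peaks were called, and 16.9% of the list was new. Depth limits what the 6400 RAD21 peaks of ΔCTCF/ΔMAZ can show against ΔCTCF, since the ways of thinning ΔCTCF to that depth left between 8055 and 12214 peaks. It matters less against WT and ΔMAZ, which kept 20319 and 20332 peaks at that depth.

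Over its 10 alternatives the odds ratio of MAZ-bound against MAZ-unbound relocalized peaks lay between 1.62 and 2.12. In each of the 9 alternatives that recomputed both shares, the MAZ-bound share was the higher. A promoter distance of 2.5 kb gave 42.5% of relocalized, 22.2% of retained, 17.7% of lost and 51.01% of new peaks. In the wider string window, the CTCF core was at 0.539% of relocalized, 26.9% of retained and 19.5% of lost summits. The MAZ core was at 14.2%, 7.47% and 5.78% of these and at 13.8% of new ones, and the run of A at 1.92%, 4.07% and 4.13%, since a wider window holds more of any string.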

Other observations

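The tests of depth on the ΔCTCF share absent from WT and on the split of the RAD21 loss into parts, of strength, of chance peaks, of the knockout MAZ peaks and of the chromosome 9 stretch were chosen only after the result was seen. The other tests were set before theirs, but on data in which the pattern itself, and the peak counts after thinning, had been seen. All compare single libraries.

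MAZ-bound relocalized RAD21 peaks were called in ΔCTCF/ΔMAZ more often than MAZ-unbound ones, although these were Maz knockout cells. If MAZ alone held these peaks in place, the MAZ-bound ones would be the first to go. Strength, promoter position, width and GC content were each tested as the cause, by the Mantel-Haenszel odds ratio within strata. The ratio was 2.04 (1.77 to 2.36) without strata. It was 2.00 (95% interval 1.73 to 2.32) within 5 groups of strength, 1.75 (1.498 to 2.04) near and away from a TSS, 1.71 (1.47 to 1.98) within 5 groups of width and 1.65 (1.403 to 1.93) within 5 groups of GC content. It was 1.42 (1.21 to 1.68) with promoter position, strength and width together. None of these accounted for the whole difference, and strength alone hardly changed the ratio. With GC content, promoter position and strength together the ratio was 1.39 (1.18 to 1.65), which reached below the limit of 1.2 set for the test, so these acting together cannot be told apart from an effect of the sites. The difference was larger away from a TSS, 19.2% of MAZ-bound against 8.32% of MAZ-unbound peaks, than near one, 16.8% against 12.3%. Open chromatin, which a MAZ peak may also mark, was not tested.

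Fewer RAD21 peaks were called in ΔCTCF/ΔMAZ than in ΔCTCF, in a library of lower depth. The test took ΔCTCF peaks that passed the stricter limit in all 20 draws of thinning and asked how many were called in ΔCTCF/ΔMAZ. The share was 86.3% (85.0 to 87.4) of 3207 peaks, against 95.5% for the like peaks of ΔMAZ in WT. That is above 0.8 times the reference, the limit set beforehand. However, the set holds the strongest peaks, and only 440 of the 12628 peaks that were not called. The set was then split, after that value was seen, because 3111 of its peaks were retained ones. For these the share was 87.2% (86.0 to 88.4), and for the 96 relocalized peaks 55.2% (45.3 to 64.8). The latter include only 43 of the 8934 relocalized peaks that were not called, and were selected for absence from WT. By the limit alone, lower depth would be excluded for the relocalized part and not for the others. A further requirement, that the set hold most of the peaks not called, was met by none. For the whole list and for either part, these lists therefore cannot tell a loss of cohesin from lower depth, since the peaks that bear on the loss are weak. The study reported reduced RAD21 at its re-localized sites from densities scaled by read totals, which the lists do not hold. Thinning did not decide it, since it left 8055 to 12214 peaks against 6400 but favours survival.

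Auxin left a smaller share of RAD21 peaks in the knockout line than in the parental line. With ΔCTCF thinned to the depth of ΔCTCF/ΔMAZ, 33.4% of WT peaks were called in it, and 27.4% with the stricter limit, against 22.4% from ΔMAZ to ΔCTCF/ΔMAZ. Thinning did not bring the shares together, but it favours survival. Where it kept 42.6% of simulated peaks, an independent library called 35.6%, and a fall of that size would bring 27.4% close to the share of the knockout line. In the data, however, thinning kept 86.0% of retained peaks, and 70.4% with the stricter limit. The simulated peaks were thus lost more readily, and the fall may be smaller for retained peaks. By the rule first set depth was excluded. The bias of thinning was brought in after the value was seen, and its size for these peaks is not known. Lower depth therefore cannot be told apart from a stronger loss in the knockout line. The efficiency of the immunoprecipitation, which can differ between 2 libraries of equal depth, was not tested.

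Relocalized peaks were called in ΔCTCF/ΔMAZ less often than retained ones. The odds ratio was 0.107 (0.0989 to 0.115) before and 0.454 (0.412 to 0.500) within 50 bins of fold enrichment, so lower strength accounted for much of the difference but not for the whole of it. Peaks called by chance in the deep ΔCTCF library are another candidate explanation. For relocalized peaks that a MAZ peak, seen with another antibody, vouched for, the odds ratio against retained peaks was 0.779 (0.671 to 0.905). That interval spans the limit of 0.8 set for the test, so chance peaks cannot be told apart from a lower stability for the class as a whole.

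Higher depth of the ΔCTCF library was tested for patterns in that library. After thinning to the depth of WT, 47.2% of its RAD21 peaks were absent from WT, against 18.5% of ΔMAZ peaks absent from WT. A MAZ peak of ΔCTCF overlapped a RAD21 peak of the thinned ΔCTCF library in 21.5% of cases, against 8.32% in WT. Both values depend on the limit that a thinned peak must pass, which was raised only after they were seen. With the stricter limit, 23.8% were absent from WT, against 11.3% for ΔMAZ held to the same limit, and the MAZ overlap was 7.40%, against 6.86% in WT. Of 2935 ΔCTCF peaks that passed the stricter limit in all draws, 98.1% were called in WT, above the 95.5% of the like ΔMAZ peaks, although these are the strongest peaks and hold only 55 of the 10019 absent ones. The like MAZ overlaps at that limit came from lists of unlike length, about 6640 RAD21 peaks in thinned ΔCTCF against 20371 in WT before the limit. They therefore do not show that depth accounts for the rise. Higher depth of the ΔCTCF library thus cannot be told apart from a change in cohesin position for either pattern. The rise in overlap did not come from the MAZ lists, since 31.2% of MAZ peaks of WT also overlapped a RAD21 peak of ΔCTCF.

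Relocalized sites were called about as often in the knockout cells before auxin as after it, 1045 in ΔMAZ and 1085 in ΔCTCF/ΔMAZ. Only 298 were called in both, and 81.7% (80.9 to 82.5) of the 10019 in neither. With ΔMAZ thinned to the depth of ΔCTCF/ΔMAZ the share was 9.18% (8.63 to 9.76) against 10.8%. By the rule first set, that the shares stay within 1.2 times of each other, higher depth of ΔMAZ was excluded. The interval was brought into that rule after the value was seen, and under the stricter rule higher depth of ΔMAZ cannot be told apart from a like occupancy. So presence in ΔCTCF/ΔMAZ alone may not mark a site as occupied because CTCF was lost.

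RAD21 peaks of ΔCTCF/ΔMAZ that were absent from ΔMAZ numbered 1721, and 46.4% of them overlapped a relocalized peak of the parental line. A MAZ peak of ΔCTCF overlapped 21.2% (19.3 to 23.2) of them, against 17.7% of the relocalized peaks of the parental line. A larger share of promoter peaks in the knockout set would let a lower overlap go unseen. Near and away from a TSS together, the odds ratio of knockout against parental line was 1.05 (0.919 to 1.21), so promoter position hid no lower overlap. These are shares of RAD21 peaks, not rates at MAZ sites. Counted over the MAZ peaks of ΔCTCF, the share with a RAD21 peak went from 6.51% in WT to 31.3% in ΔCTCF, but from 9.87% in ΔMAZ to 9.41% in ΔCTCF/ΔMAZ, with RAD21 libraries of unequal depth.

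The peaks in the knockout MAZ lists may be signal that does not depend on MAZ. Of both lists together, 81.8% overlapped a CTCF peak of the same cells, against 7.68% of MAZ peaks of WT compared with CTCF peaks of ΔMAZ, and 53.0% were repeat over 90% of their length, against 0.112%. Merged into 43 regions, they were called at 72.1% to 86.0% in each of 8 other lists outside the knockout MAZ libraries, but at 14.0% in RAD21 ΔCTCF and 30.2% in MAZ WT. These are the deepest libraries, and 2 libraries are too few to tell depth from another cause, such as a control used for some lists only.

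The peaks of the knockout MAZ lists, joined within 1 kb, formed 25 stretches. Only 1 of them, on chromosome 9 near the TSS of Carm1, was called in all 12 lists, and it was picked out after its values were seen. In CTCF WT its peak ran from 21544340 to 21546409, a width of 2070 bp against a median of 281 bp in that list, and in RAD21 ΔCTCF from 21544254 to 21546447. A candidate explanation is extra copies of this sequence in the engineered cells, which would give a like fold enrichment with every antibody. The highest fold enrichment was 3.90 times the lowest, between 6.02 and 23.5, but the lowest came from a pileup of 9. Outside the knockout MAZ lists, it ran from 7.52 in RAD21 WT (pileup 22) to 23.5 in CTCF ΔCTCF (pileup 31). Pileup over background was 40.5 to 88.5 in the CTCF lists, against 16.9 to 35.2 in the MAZ and RAD21 lists. This spread does not decide for or against extra copies, since values of libraries of unequal depth are not on a common scale. In the MAZ lists it was 27.4 in ΔMAZ and 35.2 in ΔCTCF/ΔMAZ, against 18.8 in WT. The signal of the MAZ antibody at this stretch thus did not need MAZ. Without an input library, a part played by extra copies cannot be told apart from binding or a mapping artefact.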
